# Identification of a gene, *FMP21*, whose expression levels are involved in thermotolerance in *Saccharomyces cerevisiae*

**DOI:** 10.1186/s13568-014-0067-2

**Published:** 2014-08-23

**Authors:** Toshihide Nakamura, Mami Yamamoto, Katsuichi Saito, Akira Ando, Jun Shima

**Keywords:** Thermotolerance, Yeast, Gene expression, Growth rate, FMP21

## Abstract

Elucidation of the mechanism of high temperature tolerance in yeasts is important for the molecular breeding of high temperature-tolerant yeasts that can be used in bioethanol production. We identified genes whose expression is correlated with the degree of thermotolerance in *Saccharomyces cerevisiae* by DNA microarray analysis. Gene expression profiles of three *S. cerevisiae* strains showing different levels of thermotolerance were compared, and we chose three of them as candidate genes. Among these genes, *FMP21* was investigated as a thermotolerance-related gene in *S. cerevisiae* by comparing the growth at high temperature with the gene expression in eight strains. The expression ratio of *FMP21* at 37°C was correlated with the doubling time ratio at a coefficient of determination of 0.787. The potential involvement of the Fmp21 in the thermotolerance of yeasts was evaluated. The *FMP21* deletion variant showed a decreased respiratory growth rate and increased thermosensitivity. Furthermore, the overexpression of *FMP21* improved thermotolerance in yeasts. In conclusion, the function of Fmp21 is important for thermotolerance in yeasts.

## Introduction

The yeast *Saccharomyces cerevisiae* has been used in the production of traditional fermented foods and beverages as well as in the industrial production of ethanol. In the process of ethanol production, the temperature of the fermentor is raised by the heat of the fermentation, and the elevated temperature results in decreases in the cell growth, viability, and ethanol productivity of the yeast. Thermotolerant yeast is thus required for efficient ethanol production. The growth properties of *S. cerevisiae* at high temperatures differ according to the strain used, but the optimum temperature of proliferation is around 30°C. Some high-temperature-resistant strains have been isolated from tropical areas and obtained by mutational improvement, breeding, or the cell fusion of existing strains (Pasha et al. [2007]; Marullo et al. [2009]; Shi et al. [2009]). These thermotolerant yeasts were selected based on the cell growth and ethanol production at high temperature.

Analyses of genes whose expression is induced by high temperature are important for understanding the mechanisms of thermotolerance, and for the use of the genes in breeding thermotolerant yeasts. Genes related to the thermotolerance of *S. cerevisiae* have been identified by DNA microarray analyses (Eisen et al. [1998]; Sakaki et al. [2003]) and a genome-wide screening of an *S. cerevisiae* deletion mutant collection (Auesukaree et al. [2009]). Many genes were found to be important for the tolerance to heat stress (Auesukaree et al. [2009]).

Genomic regions related to the high-temperature growth of *S. cerevisiae* were identified by quantitative trait locus (QTL) mapping (Steinmetz et al. [2000]; Sinha et al. [2006], [2008]). The QTL map contained *MKT1*, *END3*, and *RHO2* as high-temperature growth quantitative trait genes. Other factors such as heat shock proteins and trehalose also function in yeast as protectants contributing to survival under heat stress conditions (Watson [1990]; Singer and Lindquist [1998]). However, the mechanisms of thermotolerance in yeasts are still unclear.

In the present study, we attempted to identify genes whose expression is correlated with the degree of thermotolerance in *S. cerevisiae*. We compared the gene expression profiles of three *S. cerevisiae* strains that showed different levels of thermotolerance. We investigated *FMP21* as a thermotolerance-related gene in *S. cerevisiae* by comparing the growth at high temperature with the gene expression in eight strains.

## Materials and methods

### Yeast strains and growth conditions

The yeasts used in this study (*Saccharomyces cerevisiae* NFRI 3122, NFRI 3145, NFRI 3155, NFRI 3205, NFRI 3225, NFRI 3236, and NFRI 3314) were obtained from the Microbiological Bank at our institute (NFRI). *Saccharomyces cerevisiae* S288C was used as a control strain. A wild-type strain, *S. cerevisiae* BY4743 and the deletion strain *fmp21*Δ derived from BY4743 were obtained from EUROSCARF (EUROpean Saccharomyces Cerevisiae ARchive for Functional analysis). The strains were grown in YPD medium (1% yeast extract [Difco Laboratory, Detroit, MI, USA], 2% peptone [Difco Laboratory], and 2% glucose) with shaking at 140 rpm.

### Determination of growth rates

The yeast strains were inoculated into YPD medium and incubated at 30°C for 24 h (pre-culture). Cell growth was monitored by measuring the optical density of the cultures at 600 nm (OD_600_) using a spectrophotometer (Ultrospec 2100 pro; GE Healthcare, Freiburg, Germany). The cells were transferred to YPD medium at a starting OD_600_ of 0.1 and incubated at 30°C with shaking. The experiments were performed in triplicate. Growth rates, expressed as the time required for the cultures to double in optical density (doubling time, *T*_d_), were calculated by comparing the optical density at multiple time points during the linear growth phase and using the following formula:

(1) $$T_{d}=\;\left(t_{2}-t_{1}\right)/\left[\log_{2}\left({\mathrm{OD}}_{2}/{\mathrm{OD}}_{1}\right)\right].$$

### Heat treatment for total RNA extraction

To confirm the heat tolerance of the strains, the cells were cultured in YPD medium under high-temperature conditions. Yeast cells were inoculated at an initial cell density of 0.1 at OD_600_ and grown to 1.0 OD_600_. Aliquots (10 mL) of exponentially growing cells were transferred to pre-heated conical flasks of replicates of each strain. The flasks were placed in a 37°C or 39°C water bath for 30 min.

### DNA microarray analysis

The experimental procedures used for the RNA extraction and DNA microarray analysis have been described previously (Nakamura et al. [2008]). The total RNA was quantified using a Bioanalyzer 2100 with an RNA 6000 Nano LabChip kit (Agilent Technologies, Palo Alto, CA, USA). Polyadenylated RNA (mRNA) from total RNA was purified using Oligotex-dT30 < Super > (Takara, Kyoto, Japan) according to the manufacturer’s instructions. We performed complementary DNA synthesis and labeling and array hybridization by following the Affymetrix user’s manual with a one-cycle target labeling and control reagent kit (Affymetrix, Santa Clara, CA, USA) with 0.4 μg of mRNA as the template material. Labeled cDNA was hybridized to Affymetrix GeneChip Yeast 2.0 arrays (Affymetrix) for 16 h at 45°C with constant rotation at 60 rpm. Washing and staining were performed using a hybridization, wash, and stain kit (Affymetrix) on a GeneChip FS-450 fluidics station (Affymetrix). Fluorescence was detected using the Affymetrix 3000 GeneArray Scanner, and the image analysis of each GeneChip was performed using the GeneChip Operating System 1.4.0 (GCOS) software from Affymetrix with the standard default settings. Probe level data based on the gene expression data from two independent experiments were imported into GeneSpring GX 11.0.2 (Agilent Technologies). Following 75th percentile shift normalization, low-intensity probes subject to high degrees of noise were removed by filtering the lowest 20% of each sample and then by filtering with flags (present and marginal). For the identification of differentially expressed genes, the Filter on Confidence function was used with a *t*-test *P*-value cutoff of 0.05, and a fold change threshold of 1.0 for the gene list was generated using the Filter on Volcano Plot tool. All experiments were done in duplicate with independently grown cells.

Microarray data from the present study have been deposited in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (NCBI) under series accession no. GSE33276.

### PCR primers and real-time RT-PCR

The oligonucleotide primer pairs listed in Table 1 were designed using Primer3 (http://primer3.sourceforge.net/). Real-time reverse transcription polymerase chain reaction (RT-PCR) was carried out using the LightCycler 2.0 instrument in glass capillaries (Roche, Indianapolis, IN, USA). Two μg of total RNA was reverse-transcribed into cDNA in a 20-μL reaction mixture using a PrimeScript Reverse Transcriptase kit (Takara). The reaction mix consisted of 5 μL standard/diluted cDNA template (1/10 to 1/1000), 0.5 μL 10× primer for the gene [final 0.5 μM primer, and 2.5–4 mM MgCl_2_], 2 μL water, and 2 μL FAST-START DNA Master SYBR Green I mix (Roche). The reaction conditions were as follows: initial denaturation at 95°C for 10 min, followed by 38 cycles of denaturation at 95°C for 10 s, annealing at 60°C for 10 s, and extension at 72°C for 10 s. The progress of real-time fluorescent PCR was monitored at 530 nm.

**Table 1:** List of primers used in this study

***Primer***	***Nucleotide sequence (5’-3’)***	***Target ORF***
Real-time PCR experiments		
YER034W-F	CACCCAGTGATAGAAAGTACCG	*YER034W*
YER034W-R	TCCTCATAGTACCTGTCCTCG	*YER034W*
prm5-F	GCAATTTTTGCGGGTTTCCTTA	*PRM5* (*YIL117C*)
prm5-R	TCGTCGCTCGATAACGGTA	*PRM5* (*YIL117C*)
YBR269C-F	TCGCAAGAGGCAATAGATCAG	*FMP21* (*YBR269C*)
YBR269C-R	TCGAATTCAGGTATGGTCTTGG	*FMP21* (*YBR269C*)
Act1-F	AGCCTTCTACGTTTCCATCC	*ACT1*
Act1-R	CTTTCAGCAGTGGTGGAGAA	*ACT1*
Construction of the *FMP21*-overexpressing strain		
URA3-F	CAGGGTCCATAAAGCTTT	
URA3-R	TTTATAAAGGCCATGAAGCT	
TDH3 pro-F	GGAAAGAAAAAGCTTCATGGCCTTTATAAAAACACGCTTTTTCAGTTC	
TDH3 pro-R	TTTGTTTGTTTATGTGTGTT	
FMP21-A	AACGCACTCAAGGTTTTTGG	
FMP21-B	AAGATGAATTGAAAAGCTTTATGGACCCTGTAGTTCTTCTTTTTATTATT	
FMP21-C	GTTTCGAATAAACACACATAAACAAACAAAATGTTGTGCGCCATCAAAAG	
FMP21-D	GTATGAATGTGCCCAGTGTA	

The PCR products were verified with both a melting curve analysis and DNA gel electrophoresis. To establish the external standard curves for the quantification of each gene, the purified PCR products were diluted in a 10-fold series (1/10 to 1/10000) and analyzed with the new assay. The expression data and associated technical errors on duplicates were calculated by using LightCycler Software 4.0 (Roche). The expression levels for each sample were normalized for the expression of *ACT1.*

The gene expression rate is based on the expression levels of the target gene versus the reference gene (*ACT1*). We confirmed that the *ACT1* expression was stable under high temperature conditions by comparing it with the expression of *ALG9*, which is considered a suitable reference gene for real-time RT-PCR (Teste et al. [2009]). The gene expression ratio is given as the ratio of the target gene expression rate after heat treatment to that in non-treated controls.

### Assay for thermotolerance

Yeast strains were precultured in YPD medium until the log phase. Then, the preculture was inoculated into 5 ml of YPD medium and shaken at 70 rpm under aerobic conditions at 30°C or 39°C. The OD_660_ was automatically recorded with an Advantec TVS062CA biophotorecorder (Advantec Toyo Co. Ltd., Tokyo, Japan).

### Construction of *FMP21*-overexpressing strains

We constructed an *FMP21*-overexpressing strain based on a previously reported method (Hasegawa et al. [2012]) using the primer set listed in Table 1. Briefly, the promoter region of the glyceraldehyde-3-phosphate dehydrogenase gene (*TDH3*), which allows constitutive expression at a high level, was fused with the *URA3* marker gene and then inserted upstream of the start codon of the *FMP21* gene in BY4743. The resultant *FMP21*-overexpressing strains (*MATa/α ura3Δ0 URA3-P*_*TDH3*_*-FMP21*) and control strains (*MATa/α ura3Δ0 URA3*) were analyzed for *FMP21* expression levels and thermotolerance. The expression levels of *FMP21* were determined by real-time RT-PCR as described above.

## Results

### Screening of thermotolerance-related genes by DNA microarray analysis

We used three yeast strains: a thermotolerant strain, NFRI 3236; a thermosensitive strain, NFRI 3155; and a standard strain, S288C (Figure 1). The doubling times (T_d_) of NFRI 3236, NFRI 3155 and S288C at 39°C were shown to be 1.75, 2.90 and 2.11 h, respectively. On the other hand, the T_d_ values of NFRI 3236, NFRI 3155 and S288C at 30°C, a standard growth condition for the strains, showed no significant differences and were 1.15, 1.28 and 1.34 h, respectively.

**Figure 1:**
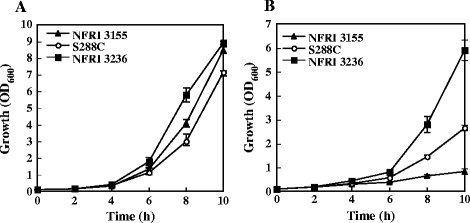
**Effect of temperature on the growth of three yeast strains (NFRI 3236, NFRI 3155 and S288C).** Each strain was grown in YPD with shaking at 30°C **(A)**, or 39°C **(B)**.

We performed DNA microarray experiments in order to compare gene expression responses to the heat treatment at 39°C with the gene expressions in non-treated control cells. 

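RNA was measured on 14 Affymetrix Yeast Genome arrays, each holding 1 sample. NFRI 3236 and NFRI 3155 had 2 arrays at 30°C and 2 at 39°C, and S288C had 3 at each temperature, where 39°C stands for the heat treatment of 30 min described in the methods. The deposited values are linear signal intensities, 1 per probe set, made by the authors with GCOS at its default settings. The 75th percentile of the signals ranged from 95.7 to 438 between arrays, so the 75th percentile shift described in the methods is not part of these values and was applied to them here. Signals below 1 were set to 1, the values were taken to log2, and each array was shifted to its own 75th percentile over all probe sets. A gene was tested where its probe set lay above the 20th percentile in every array of at least 1 of the 6 groups, and the brightest probe set stood for a gene with more than 1, which left 5443 genes. Differences were tested with limma, in 1 model with 6 group means, and called at an adjusted p under 0.05. A probe set counts as above background where it exceeds the 95th percentile of the Schizosaccharomyces pombe probe sets on the same array, and 5144 to 5336 S. cerevisiae genes were above background per array. The precision is limited by the 2 or 3 arrays per group. The 3 S288C arrays at 30°C differ from the other 11 in their poly-A control transcripts, of which 0, 0 and 1 of 12 probe sets were above background, against 8 to 12 on the other arrays. On NFRI 3236 39°C replicate 2, the 3' to 5' signal ratio of *WBP1*, a sign of RNA integrity, was 10.9, against 1.41 to 5.86 on the other arrays. The ratios of *ACT1* and *SPT15* did not set this array apart, at 1.27 and 3.95 within ranges of 1.16 to 2.05 and 2.25 to 6.31. The *ACT1* ratio was highest on the 3 S288C arrays at 30°C (1.84 to 2.05).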

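Genes of the heat shock and general stress responses rose at 39°C in all 3 strains. *HSP26*, a small heat shock protein that holds unfolded proteins in solution, rose 157-fold in NFRI 3236, 457-fold in S288C and 548-fold in NFRI 3155 (standard error of the log2 change 0.30, 0.25 and 0.30, adjusted p = 1.73e-08, 1.06e-10 and 1.0e-09 from limma). *SSA4*, a stress-induced Hsp70 chaperone, rose 31.3-fold, 84.8-fold and 48.1-fold in the same order of strains, and *HSP12*, which protects membranes under stress, rose 24.7-fold, 66.6-fold and 106-fold. In each strain the rise of these genes was seen in every array at 39°C against every array at 30°C. In NFRI 3236, 854 genes were higher and 1277 lower at 39°C, against 1370 and 1535 in S288C and 987 and 1312 in NFRI 3155. The balance depends on the scaling: without the 75th percentile shift the counts were 1486 and 121, 1839 and 449, and 591 and 503, and with quantile normalization 956 and 936, 1405 and 1546, and 1083 and 1161. With the shift, 493 genes were higher in all 3 strains, where independent lists of these sizes would share 39.0. The lists come from 1 model with a shared variance for each gene, so they are not independent and this figure is no test. Of 22 genes of the Msn2/4 general stress response, 20 rose and 1 fell in NFRI 3236, 22 rose in S288C and 21 rose in NFRI 3155, with the same counts when adjusted over the list alone. Their median log2 changes of 2.55, 3.88 and 3.82 had adjusted p = 0.0969, 0.105 and 0.0666 with an estimated correlation. In this list *DDR2*, a multistress response gene, rose 69.7-fold, 192-fold and 295-fold, and *SOL4*, a 6-phosphogluconolactonase homolog, rose 28.4-fold, 145-fold and 44.5-fold. *GPD1*, the glycerol-3-phosphate dehydrogenase of glycerol synthesis, fell to 0.486-fold in NFRI 3236 and rose 2.14-fold in S288C. Of 25 chaperone genes that depend on the heat shock factor Hsf1, 13 rose and 1 fell in NFRI 3236, 21 rose in S288C and 10 rose in NFRI 3155 (13 and 1, 22 and 10 when adjusted over the list alone). Their median log2 changes were 0.71, 2.38 and 0.77, with adjusted p = 0.252, 0.111 and 0.198 with an estimated correlation. The chaperone that fell in NFRI 3236 was *APJ1*, an Hsp40, to 0.542-fold. Of 16 genes of trehalose and glycogen metabolism, 11 rose and 1 fell in NFRI 3236, 13 rose in S288C, and 10 rose and 1 fell in NFRI 3155 (11 and 1, 13, and 11 and 1 when adjusted over the list alone), with median log2 changes of 1.54, 1.72 and 1.81 and adjusted p = 0.127, 0.111 and 0.121 with an estimated correlation. *GPH1*, glycogen phosphorylase, rose 30.3-fold, 29.3-fold and 30.2-fold, and *GSY1*, a glycogen synthase, fell to 0.344-fold in NFRI 3236 and 0.321-fold in NFRI 3155. Of 34 proteasome genes, 21, 29 and 24 rose and 1, 0 and 0 fell (23, 31 and 28 and 1, 1 and 0 when adjusted over the list alone), with median log2 changes of 0.82, 1.09 and 0.73 and adjusted p = 0.117, 0.105 and 0.121 with an estimated correlation. *RPN12*, a subunit of the regulatory particle, rose 2.56-fold, 3.51-fold and 3.10-fold, while *RPN4*, the transcription factor of the proteasome genes, fell to 0.490-fold in NFRI 3236. Of 12 genes of the unfolded protein response, 8, 11 and 8 rose and none fell (the same when adjusted over the list alone), with median log2 changes of 0.91, 1.62 and 1.05 and adjusted p = 0.138, 0.105 and 0.121 with an estimated correlation. *ERO1*, the thiol oxidase of the endoplasmic reticulum, rose 4.41-fold, 8.78-fold and 5.80-fold. The other largest rises included *EGO4*, of the EGO signaling complex at the vacuole (63.7-fold, 80.1-fold and 153-fold), *HSP30*, a stress protein of the plasma membrane (27.9-fold, 46.8-fold and 125-fold), and *GPG1*, a G protein subunit (18.7-fold, 97.8-fold and 55.7-fold, with 1 of 3 S288C arrays above background at 30°C). *RTN2*, a reticulon of the endoplasmic reticulum, rose 45.9-fold in NFRI 3236, with 1 of 2 arrays above background at 30°C. In S288C *RTC3*, of RNA metabolism, rose 97.6-fold, *HSP42*, a small heat shock protein, 69.6-fold and *HXT5*, a hexose transporter, 62.3-fold, and in NFRI 3155 *TKL2*, a transketolase, rose 77.4-fold, *NQM1*, a transaldolase, 57.7-fold and *FMP16*, a mitochondrial protein, 53.8-fold. In S288C these rises are measured against the 3 arrays on which 0, 0 and 1 of the poly-A control probe sets were above background.

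**Figure D1:**
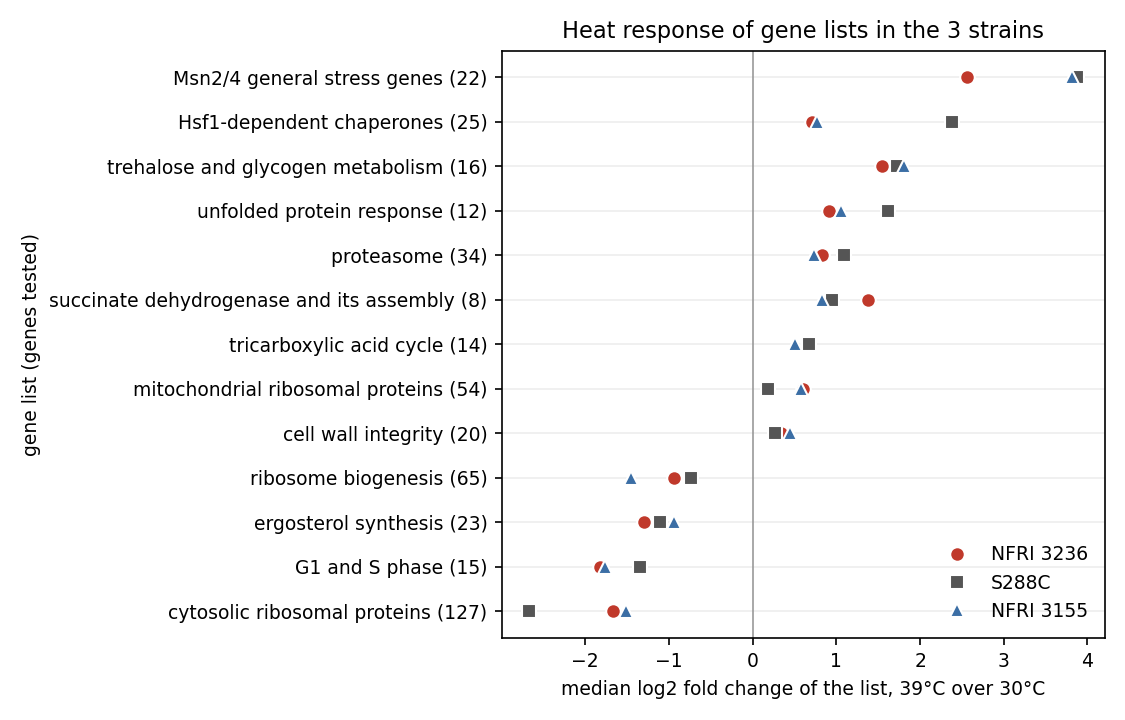
Median log2 change at 39°C against 30°C (horizontal axis) of 13 gene lists in NFRI 3236, S288C and NFRI 3155, after the 75th percentile shift. The Msn2/4 list is at 2.55, 3.88 and 3.82 and the cytosolic ribosomal protein list at -1.67, -2.67 and -1.52.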

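Genes of ribosome production, ergosterol synthesis and the start of the cell cycle fell at 39°C in all 3 strains relative to the array's 75th percentile. *RPS0A*, a protein of the small ribosomal subunit, fell to 0.187-fold in NFRI 3236, 0.0598-fold in S288C and 0.107-fold in NFRI 3155 (adjusted p = 4.80e-05, 2.81e-08 and 2.67e-06 from limma). *ERG3*, the sterol desaturase, fell to 0.227-fold, 0.182-fold and 0.297-fold in the same order of strains, and *CLN1*, a G1 cyclin, fell to 0.159-fold, 0.169-fold and 0.222-fold. In all 3 strains 743 genes were lower, against 69 without the shift and 552 with quantile normalization. Independent lists of the shifted sizes would share 86.8, which again is no test. Of 127 genes of cytosolic ribosomal proteins, 124 fell in NFRI 3236, 125 fell and 1 rose in S288C, and 123 fell in NFRI 3155 (124, 125 and 1, and 124 when adjusted over the list alone). Without the shift 16, 125 and 75 fell and the median log2 changes of -1.67, -2.67 and -1.52 became -0.83, -2.07 and -1.30, and with quantile normalization 62, 124 and 88 fell. Across arrays the log2 signal of these genes moved by a median of 0.30 for each 1 of the array's log2 75th percentile, against 0.96 for all genes above background. The slope has no term for temperature, so a fall of the transcripts at 39°C would lower it too. The list's adjusted p was 0.186, 0.122 and 0.201 with an estimated correlation. The gene that rose in S288C, 1.86-fold, was *RPL15B*, the paralog of a protein of the large subunit. Many of these genes are close pairs whose transcripts can share probes. Of 65 genes of ribosome biogenesis, 38, 44 and 57 fell and none rose (41, 46 and 61 when adjusted over the list alone), with median log2 changes of -0.94, -0.74 and -1.46 and adjusted p = 0.138, 0.144 and 0.0666 with an estimated correlation. *NOP1*, the small nucleolar RNP methyltransferase fibrillarin, fell to 0.301-fold, 0.216-fold and 0.104-fold. Of 23 genes of ergosterol synthesis, 19 fell in NFRI 3236, 17 fell and 1 rose in S288C, and 16 fell in NFRI 3155 (21, 17 and 1, and 17 when adjusted over the list alone), with median log2 changes of -1.29, -1.11 and -0.94 and adjusted p = 0.117, 0.233 and 0.150 with an estimated correlation. *ERG1*, squalene epoxidase, fell to 0.264-fold, 0.268-fold and 0.277-fold. Of 15 genes of the G1 and S phases, 12, 13 and 13 fell and none rose (the same when adjusted over the list alone), with median log2 changes of -1.82, -1.34 and -1.76. Their adjusted p = 0.0249, 0.0627 and 0.0276 with an estimated correlation, so this list alone stayed past the threshold, in NFRI 3236 and NFRI 3155. Without the shift the falls numbered 1, 11 and 31 for ribosome biogenesis, 1, 6 and 6 for ergosterol synthesis and 4, 5 and 9 for the G1 and S phases, with median log2 changes of -0.10, -0.13 and -1.24, of -0.45, -0.50 and -0.73, and of -0.98, -0.74 and -1.54. Among the largest falls in the NFRI strains were those of *TIR4* and *DAN1*, cell wall mannoproteins of growth with little oxygen. *TIR4* had log2 changes of -5.65 in NFRI 3236 and -5.64 in NFRI 3155. *DAN1* had a log2 change of -5.87 in NFRI 3236, where 1 of 2 arrays at 39°C was above background, and was at least 18.8-fold lower in NFRI 3155, where none was. *TOS6*, a cell wall protein, had log2 changes of -4.27 and -6.11 in these strains, and *ANB1*, the form of translation factor eIF5A made with little oxygen, -4.00 and -5.37. *MEP2*, an ammonium permease, and *GAP1*, the general amino acid permease, had -4.57 and -4.20 in NFRI 3236. In NFRI 3155, *YDL241W*, of unknown function, had -4.84 and *REA1*, a ribosome assembly ATPase, had -4.18. In S288C the largest were of *YMR230W-A* at -4.73 (1 of 3 arrays at 39°C above background), the phospholipase *PLB2* at -4.36, the hexose transporter *HXT4* at -4.28, the ribosomal protein genes *RPL41A* and *RPL9A* at -4.20 and -4.19, and the tubulin folding factor *CIN2* at -4.11. In S288C these falls too are measured against the 3 arrays at 30°C whose poly-A controls were at background.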

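At 39°C, 744 genes were more than 1.5-fold higher in both NFRI 3236, the thermotolerant strain, and S288C, the standard strain. Among them were the chaperone genes *HSP26* and *SSA4*, the proteasome gene *RPN12* and *SDH6*, an assembly factor of mitochondrial succinate dehydrogenase. *SDH6* rose 6.16-fold in NFRI 3236, 3.32-fold in S288C and 8.56-fold in the thermosensitive strain NFRI 3155 (adjusted p = 1.54e-05, 2.83e-05 and 2.16e-06 from limma). Of the 744 genes, 615 also passed limma's test in both strains. In 312 of the 744 the fold-change values stood in a ratio above 1.5 for NFRI 3236 to S288C or for S288C to NFRI 3155. *PGM2*, a phosphoglucomutase, is among these for its 38.1-fold rise in S288C against 7.40-fold in NFRI 3155, and rose 9.75-fold in NFRI 3236. A ratio above 1.5 is a size and carries no test. By limma's test of the difference itself, the heat response differed between NFRI 3236 and S288C in 551 of 5443 genes and between S288C and NFRI 3155 in 899, and with single arrays or S288C replicate numbers left out these counts ranged from 231 to 663 and from 384 to 965. Without the 75th percentile shift they became 61 and 172, and the counts of 744 and 312 became 2190 and 1413, and with the methods' t-test at p under 0.05 in both strains the latter became 445 and 179.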

We first selected genes (441 genes) that showed a higher than 1.5-fold change in their expression in both NFRI 3236 and S288C, and then selected genes that showed a > 1.5 ratio of fold-change values of NFRI 3236 to S288C or of S288C to NFRI 3155. 

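The genes that rose more than 1.5-fold in NFRI 3236 and S288C and met both ratios above 1.5, of NFRI 3236 to S288C and of S288C to NFRI 3155, numbered 7. They were *PRM5*, a membrane protein induced by pheromone and cell integrity signaling, *FMP21*, a mitochondrial protein, *YER034W*, of unknown function, *SOR2*, a sorbitol dehydrogenase, *OSW2*, a protein of the spore wall, *AZF1*, a zinc finger transcription factor, and *YGR174W-A*, of unknown function. *FMP21* and *YER034W* were above background on all 14 arrays, *OSW2* and *AZF1* on 13, *PRM5* on 12, *SOR2* on 7 and *YGR174W-A* on 5. *OSW2* was 5.93-fold higher at 39°C in NFRI 3236, 3.73-fold in S288C and 2.30-fold in NFRI 3155, and *AZF1* was at 2.77-fold, 1.82-fold and 0.730-fold. The differences in heat response did not pass the test between any of the strains for *OSW2* (adjusted p = 0.534 to 0.669 from limma), *AZF1* (0.209 to 0.617) or *YGR174W-A* (0.106 to 0.255). *SOR2* differed between S288C and NFRI 3155 (adjusted p = 0.00429) and between NFRI 3236 and NFRI 3155 (adjusted p = 0.00608), and not between NFRI 3236 and S288C (adjusted p = 0.434). It was below background in both NFRI strains at 30°C, and *YGR174W-A* was below background in every strain at 30°C, so no fold is given for them. With quantile normalization 13 genes met both ratios, without the shift 66, with 16 added to each signal 1, which was *FMP21*, and without NFRI 3236 39°C replicate 1 there were 11. *FMP21* was not among the genes without NFRI 3236 30°C replicate 2 or 39°C replicate 2, and *PRM5* was not among them without NFRI 3236 30°C replicate 1 or NFRI 3155 30°C replicate 1, nor *YER034W* without S288C replicate number 1. With the methods' t-test in both strains 5 genes met both ratios, *FMP21*, *YER034W* and *PRM5* among them. With that test and S288C 39°C replicate 1 set aside, a setting chosen after the results were seen, these 3 alone met both.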

We then selected three genes whose expression ratios were correlated with the level of thermotolerance in the three strains (Table 2). The fold-change values of *YER034W*, *YIL117C* (*PRM5*) and *YBR269C* (*FMP21*) were more clearly correlated with the rank order of thermotolerance. 

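*FMP21* (YBR269C), whose current symbol *SDH8* stands for an assembly factor of mitochondrial succinate dehydrogenase, rose 3.68-fold in NFRI 3236 and 2.25-fold in S288C (standard error of the log2 change 0.22 and 0.18, adjusted p = 3.84e-05 and 1.21e-04 from limma). In NFRI 3155 its value was 1.35-fold, which did not pass the test (standard error 0.22, adjusted p = 0.133). *YER034W* rose 3.10-fold in NFRI 3236 and 1.60-fold in S288C (adjusted p = 8.70e-05 and 0.00530) and fell to 0.491-fold in NFRI 3155 (adjusted p = 0.00188), a log2 change that was -0.81 and not past the threshold without the shift. *PRM5* (YIL117C) rose 48.2-fold, 26.8-fold and 15.1-fold (standard error of the log2 change 0.38, 0.31 and 0.38, adjusted p = 4.48e-07, 6.25e-08 and 4.50e-06), with 1 of 2 arrays above background at 30°C in NFRI 3236 and in NFRI 3155. With 16 added to each signal its rise was smaller in both NFRI strains. In each of the changes that passed the test, every array at 39°C lay on one side of every array at 30°C. The difference in heat response between strains was tested with limma's interaction term. *YER034W* differed between every pair of strains, with log2 differences of 0.95 for NFRI 3236 minus S288C, 1.71 for S288C minus NFRI 3155 and 2.66 for NFRI 3236 minus NFRI 3155 (adjusted p = 0.0474, 0.00219 and 5.53e-04). *FMP21* differed between NFRI 3236 and NFRI 3155 (1.45, adjusted p = 0.0282) but not past the threshold between NFRI 3236 and S288C (0.71, adjusted p = 0.131) or between S288C and NFRI 3155 (0.74, adjusted p = 0.0937). For *PRM5* the log2 differences of 0.85, 0.83 and 1.68 had adjusted p = 0.285, 0.265 and 0.137. When adjusted over the list alone, *FMP21* passed in all 3 comparisons (adjusted p = 0.0422, 0.0339 and 7.19e-04) and *PRM5* in NFRI 3236 minus NFRI 3155 (adjusted p = 0.00792), but the study chose these genes on these samples, so this is not independent evidence of their order. The *FMP21* difference of 1.45 fell short of the threshold in 12 settings, with values from 1.19 to 2.07 and adjusted p from 0.0515 to 0.161. Among these were the signals without a shift, the fits with replicate number as a block, and the fits without NFRI 3236 30°C replicate 2 (1.28), without NFRI 3236 39°C replicate 2 (1.19), without either NFRI 3155 array at 30°C (1.49 and 1.40) or without NFRI 3155 39°C replicate 2 (1.38). The *YER034W* difference of 0.95 fell short of it in 20 settings, with adjusted p from 0.0614 to 0.451 and a lowest value of 0.61 with 16 added to each signal, while the *PRM5* differences from NFRI 3155 passed with 16 added (1.74 and 1.97). From the order of the fold-change values, which it describes as correlated with the rank order of thermotolerance, the paper chose the 3 genes as candidates.

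**Figure D2:**
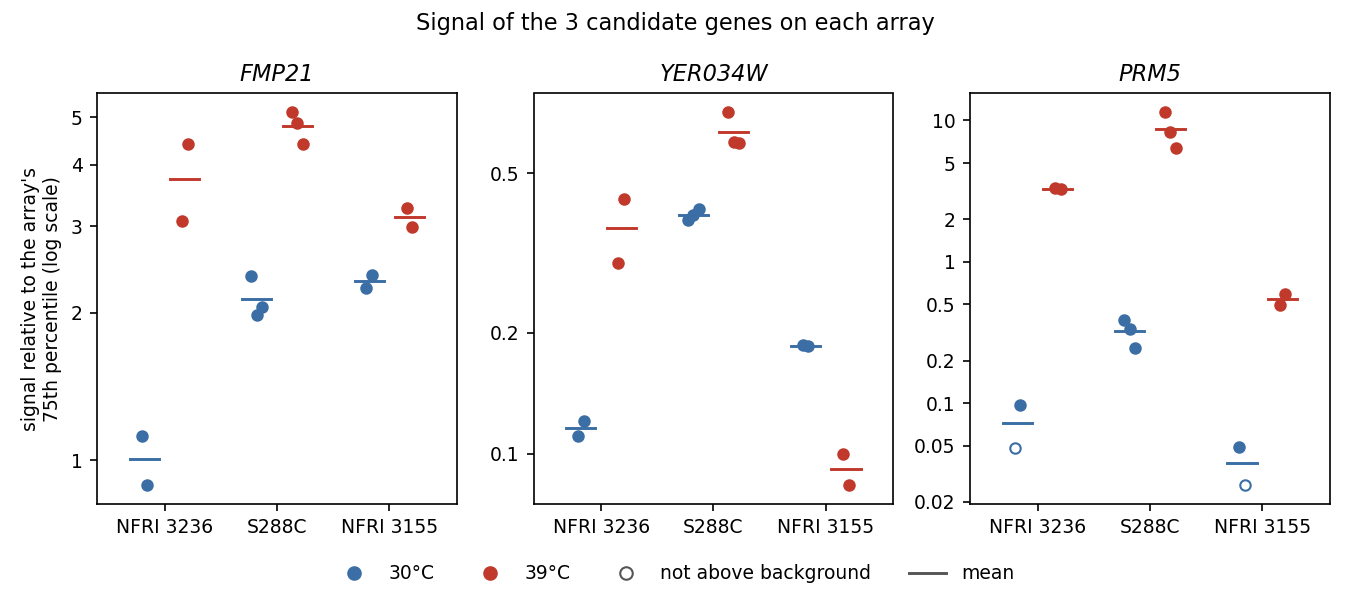
Signal relative to the array's 75th percentile (vertical log axis) of *FMP21*, *YER034W* and *PRM5* on each of the 14 arrays, by strain and temperature. Points are arrays and lines are group means, and open points are not above background, as on 1 of 2 arrays for *PRM5* at 30°C in NFRI 3236 and in NFRI 3155.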

We thus chose *YER034W*, *PRM5* and *FMP21* as candidate thermotolerance-related genes.

**Table 2:** Selected genes and their expression values in DNA microarray analysis

**Gene**	**Fold change**			**Descriptions of gene products**
	**NFRI3236**	**S288C**	**NFRI3155**	
*FMP21*	3.68	2.18	1.35	Putative protein of unknown function; the authentic, non-tagged protein is detected in highly purified mitochondria in high-throughput studies
*YER034W*	3.10	1.51	0.49	Putative protein of unknown function; non-essential gene; expression induced upon calcium shortage
*PRM5*	48.21	23.05	15.07	Pheromone-regulated protein, predicted to have 1 transmembrane segment; induced during cell integrity signaling

### Expression analysis of the three candidates by real-time RT-PCR

We verified the expression of *YER034W*, *PRM5* and *FMP21* in NFRI 3236, NFRI 3155 and S288C under heat stress conditions. The expression ratio (i.e., the expression level at high temperature/the expression level at 30°C) of each candidate gene was measured by real-time RT-PCR (Figure 2). The *ACT1* gene was used as the expression standard. The expression ratio of *FMP21* was 3.47 in NFRI 3155, 4.50 in S288C and 8.50 in NFRI 3236, and it increased (statistically significant at *P* <0.05) according to the thermotolerance of the yeast strains. However, the expression ratios of *YER034W* and *PRM5* showed no relationship with the thermotolerance of the yeast strains.

**Figure 2:**
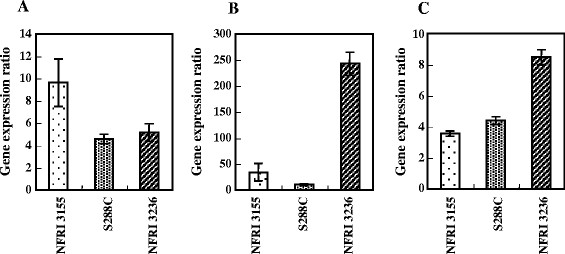
**Comparison of the gene expression ratios of the selected genes. (A)***YER034W*, **(B)***PRM5*, and **(C)***FMP21*. Bars indicate the mean ratios for two independent biological replicates. Error bars = standard deviation.

### Relationship between the expression of *FMP21* and the thermotolerance of yeast strains

To assess the relationship between the expression of the *FMP21* gene and the thermotolerance of yeast strains, we measured the expression levels at 30°C, 37°C, and 39°C in five strains (NFRI 3122, NFRI 3145, NFRI 3205, NFRI 3225, and NFRI 3314) in addition to the three strains described above (eight strains total). Figure 3 is a graph plotting the expression ratios of *FMP21* against the T_d_ ratio. With the heat treatment of 37°C, the increase of the expression ratio of *FMP21* by heat treatment was correlated with the T_d_ ratio at a coefficient of determination of 0.787. In contrast, there was weak correlation at 39°C (coefficient of determination, 0.418).

**Figure 3:**
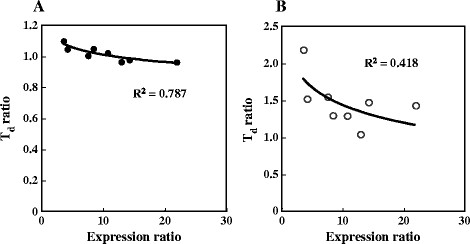
**Relationship between the expression ratio of** ***FMP21*** **and the doubling time (T**_**d**_**) ratio at 37°C (30°C/37°C) (A) and at 39°C (30°C/39°C) (B).** The coefficients of determination (R^2^) were 0.787 **(A)** and 0.418 **(B)**.

### Disruption and overexpression of the *FMP21* gene

To determine whether Fmp21 plays a role in the response to heat stress, we examined the growth ability of the *FMP21* deletion strain (*fmp21Δ*) in YPD medium at 39°C (Figure 4). The growth ability of *fmp21Δ* in YPD medium at 30°C was nearly the same as that of the wild-type strain; however, there was a reduction in the growth rate of *fmp21Δ* in the late growth phase. Under the high temperature condition, *fmp21Δ* showed a slower growth rate than the wild-type strain in the log-phase. This result revealed that the deletion of *FMP21* increased the sensitivity to high temperature.

**Figure 4:**
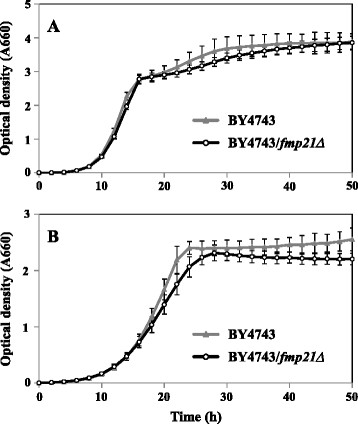
**Growth of the wild-type (BY4743) and** ***fmp21Δ*** **strains under high temperature.** Both strains were grown in YPD with shaking at 30°C **(A)** or 39°C **(B)**. Three experiments were repeated to ensure reproducibility and gave equivalent results. Each plot represents the average of triplicates.

To evaluate the phenotype of *FMP21* overexpression, we constructed *FMP21*-overexpressing strains and compared their thermotolerance with that of the control strains. *FMP21* was overexpressed using promoter sequences of the highly expressed *TDH3* gene. Then we confirmed the mRNA expression of *FMP21* by real-time RT-PCR (Figure 5). In the *FMP21*-overexpressing strains (BY4743/PTDH3-FMP21), the transcriptional expression level of *FMP21* was approximately 6-fold higher under non-stress conditions and was approximately 3-fold higher at 39°C (the differences are statistically significant at *P* <0.01). Overexpression of *FMP21* had no effect on the growth rate at 30°C (Figure 6). The growth rate of *FMP21*-overexpressing strains was higher than that of the control strains when the cells were incubated at 39°C (Figure 6). These results suggested that yeast strains with enhanced *FMP21* expression exhibited the improved thermotolerance.

**Figure 5:**
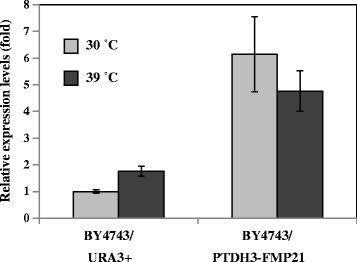
**Transcriptional analysis of** ***FMP21*** **in the** ***FMP21*-overexpressing strains.** The expression data of the *FMP21*-overexpressing strains were compared with those of the control strains. The values are the means of results from three independent strains.

**Figure 6:**
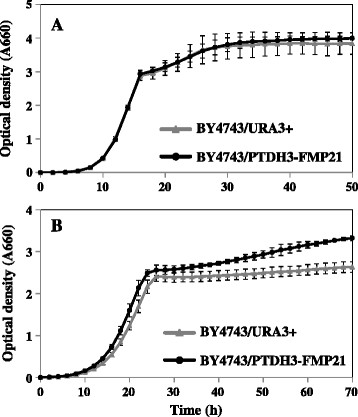
**Growth of the** ***FMP21*-overexpressing strains under high temperature.** Both the *FMP21*-overexpressing strains and the control strains were grown in YPD with shaking at 30°C **(A)** or 39°C **(B)**. The values are the means of results from three independent strains.

## Discussion

We found a correlative increase of *FMP21* expression along with the increase in growth rate at high temperature in yeast strains. The results of our DNA microarray analysis using three strains showed increased expression ratios under heat conditions for *FMP21*, *YER034W* and *PRM5*. However, in the verification test, the expression rate of *YER034W* showed the lowest correlation among the three genes. In addition, the expression rate of *PRM5* was significantly increased by heat treatment only in the NFRI3236 strain. 

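The array levels behind the microarray ratios are given here after the 75th percentile shift. The verification was by RT-PCR, another assay, for which the paper reports a significant rise of *PRM5* in NFRI 3236 only. On the arrays *PRM5* rose past limma's test in NFRI 3236 (48.2-fold), S288C (26.8-fold) and NFRI 3155 (15.1-fold). Passing a test in 1 assay and not in the other is no test of a difference between them. The paper's text gives no RT-PCR value for *PRM5*. At 30°C, *FMP21* had a signal of 1.01 ± 0.16 relative to the array's 75th percentile in NFRI 3236 (SD, n = 2 arrays), 2.13 ± 0.21 in S288C (n = 3) and 2.31 ± 0.10 in NFRI 3155 (n = 2). At 39°C it was 3.74 ± 0.95, 4.8 ± 0.36 and 3.13 ± 0.20 in the same order. At 30°C, *FMP21* in NFRI 3236 lay below S288C (log2 difference -1.09, adjusted p = 0.00173 from limma) and below NFRI 3155 (-1.21, adjusted p = 0.00326), and NFRI 3155 did not differ from S288C past the threshold (0.12, adjusted p = 0.672). At 39°C, NFRI 3236 differed past the threshold neither from S288C (-0.38, adjusted p = 0.179) nor from NFRI 3155 (0.24, adjusted p = 0.488), and NFRI 3155 lay below S288C (-0.62, adjusted p = 0.0244). *YER034W* was at 0.116 ± 0.00701, 0.394 ± 0.0125 and 0.186 ± 0.00103 at 30°C and at 0.364 ± 0.0942, 0.634 ± 0.0654 and 0.0916 ± 0.0115 at 39°C. At 30°C its log2 differences from S288C were -1.77 in NFRI 3236 and -1.08 in NFRI 3155 (adjusted p = 2.96e-05 and 0.00125), and -0.87 and 0.02 without the shift (adjusted p = 0.0889 and 0.965). At 39°C its level in NFRI 3236 was below S288C (log2 difference -0.82, adjusted p = 0.00801) and above NFRI 3155 (1.97, adjusted p = 4.65e-05). *PRM5* at 30°C was at 0.0724 ± 0.0337, 0.322 ± 0.0713 and 0.0378 ± 0.0162, with 1 of 2 arrays above background in each NFRI strain and log2 differences from S288C of -2.21 in NFRI 3236 and -3.14 in NFRI 3155 (adjusted p = 5.13e-04 and 2.46e-05), which stayed past the threshold without the shift (-1.32 and -2.03, adjusted p = 0.0160 and 4.46e-04). *PRM5* at 39°C was at 3.30 ± 0.0435 in NFRI 3236, 8.73 ± 2.54 in S288C and 0.545 ± 0.0722 in NFRI 3155, below S288C in NFRI 3236 (log2 difference -1.37, adjusted p = 0.0109) and above NFRI 3155 (2.6, adjusted p = 4.59e-04). The 30°C levels against S288C rest on the 3 arrays without poly-A control signal, and without the 75th percentile shift the *FMP21* difference of NFRI 3236 from S288C at 30°C was -0.19 (adjusted p = 0.705) and from NFRI 3155 -1.42 (adjusted p = 0.0824). Without the shift the directions against S288C at 39°C turned for *FMP21* in NFRI 3236 (0.75, adjusted p = 0.112, with 0.65 from NFRI 3155, adjusted p = 0.408) and NFRI 3155 (0.10, adjusted p = 0.866) and for *YER034W* in NFRI 3236 (0.32, adjusted p = 0.508), and *PRM5* in NFRI 3236 was at -0.23 (adjusted p = 0.637). With quantile normalization the 39°C differences of NFRI 3236 from S288C were -0.51, -0.74 and -1.67 for *FMP21*, *YER034W* and *PRM5*.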

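At 30°C, some genes with a strong signal in S288C had none above background in the NFRI strains. *ASP3-1*, a cell wall asparaginase, was at least 455-fold lower in NFRI 3236 than in S288C and at least 601-fold lower in NFRI 3155, and *PHO89*, a phosphate transporter, at least 131-fold and 173-fold lower (adjusted p from limma 2.42e-08 to 4.47e-08). Such a bound sets the S288C mean against the background level, since no array of the lower strain was above it. *UIP3*, a nuclear envelope protein, was at least 54.3-fold and *COS6*, an endosomal protein, at least 77.4-fold lower in NFRI 3236, and *PHO3*, an acid phosphatase, at least 175-fold lower in NFRI 3155. *SPL2*, a regulator of phosphate transport, had a log2 difference of -6.65 in NFRI 3236, *PHO11*, another acid phosphatase, -8.69 in NFRI 3155 and *SSA2*, a constitutive Hsp70, -9.31 in NFRI 3155, where 1 of 2 arrays was above background. *TIR4*, a cell wall mannoprotein, was 35.9-fold higher than S288C in NFRI 3236 and 21.5-fold higher in NFRI 3155. The other largest differences above S288C were *MET3*, of sulfate assimilation (34.3-fold), and *YAR068W* (49.6-fold), *YAL065C* (at least 33.5-fold) and *ECM34* (at least 17.4-fold), of unknown function, in NFRI 3236, and *OPT2*, an oligopeptide transporter (31.7-fold), *DAL1*, an allantoinase (17.4-fold, with 2 of 3 S288C arrays above background), *YAL065C* (at least 8.15-fold) and *YHR213W*, of unknown function (at least 4.08-fold), in NFRI 3155. Between the NFRI strains, NFRI 3236 was higher in *FLO9*, a flocculation protein (175-fold), *PHO3* (at least 130-fold), *IMD2*, of GTP synthesis (at least 85.5-fold), *COS12*, a relative of *COS6* (at least 35.6-fold), and *SSA2* (log2 difference 9.85), and lower in *FIT2*, a cell wall protein of iron uptake (at least 36.4-fold), *AQY1*, an aquaporin (at least 17.8-fold), *HXT9*, a hexose transporter (at least 12.2-fold), *HOP1*, a meiotic chromosome protein (at least 5.61-fold), and *AAD6*, an aldehyde reductase homolog (at least 3.19-fold). Of 5443 genes, 837 were higher and 750 lower in NFRI 3236 than in S288C, 886 and 759 in NFRI 3155 than in S288C, and 242 and 243 in NFRI 3236 than in NFRI 3155. Of 23 genes of ergosterol synthesis, 13 were higher and none lower than S288C in each NFRI strain (13 and 13 when adjusted over the list alone), with median log2 differences of 0.85 and 0.89 and adjusted p = 0.673 and 0.528 with an estimated correlation. The 3 S288C arrays behind these comparisons are those with poly-A controls at background, and the probes follow the reference sequence, so a sequence variant in another strain can lower its signal at both temperatures. The balance of higher and lower against S288C depends on the scaling, with 2394 and 106 in NFRI 3236 and 3159 and 118 in NFRI 3155 without the shift, and 525 and 1035 and 677 and 997 with the shift over S. cerevisiae probe sets alone. With array weights the 2 counts against S288C became 2442 and 2923, without the shift 2500 and 3277, without NFRI 3236 30°C replicate 1 or 2 the first became 823 or 826, and without NFRI 3155 30°C replicate 1 or 2 the second became 885 or 840. The 485 differences between the NFRI strains became 192 without the shift, 995 with array weights and 249 to 566 with arrays or S288C replicate numbers left out.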

The expression levels in some of the genes were very different among the yeast strains, which had different genetic backgrounds. *PRM5* is also one of the genes whose expression strongly depends on the genetic backgrounds of the strains.

The expression ratio of *FMP21* induced by heat treatment was significantly correlated with the growth ratio at 37°C. However, there was a weak correlation at 39°C. Generally, *S. cerevisiae* strains show various levels of thermotolerance depending on their genetic backgrounds. The maximum temperature for growth is under about 40°C. The strains used in this study grew unstable at 39°C, and there is therefore a high possibility that the gene expressions at 39°C would also be unstable. Therefore, we speculated that the unstable gene expressions at 39°C may have been responsible for the relatively low value of the coefficient of determination.

In yeasts, Hsf1 and Msn2/4 are major transcription factors to respond to heat stress. Hsf1 and Msn2/4 bind to heat shock elements (HSEs) and stress response elements (STREs), respectively, in the promoter region of heat shock proteins and activate the expression of target gene transcription (Morano et al. [2012]). Although the expression of *FMP21* was induced by heat stress, we did not find the typical consensus sequences of HSEs and STREs in the promoter region of *FMP21*. The *FMP21* expression may be controlled by unknown mechanisms. In contrast to the expression pattern of *FMP21*, Sakaki et al. ([2003]) reported that the expressions of mitochondrial genes were repressed in yeast cells grown at 37°C. We are interested in the functions of Fmp21—specifically whether this protein is involved in the repression of mitochondrial genes in 37°C cultivation.

*FMP21* encodes a protein localized in mitochondria, but its function is still unknown (Reinders et al. [2006]). Steinmetz et al. ([2002]) reported that the *FMP21* deletion variant showed a decreased rate of respiratory growth. We also confirmed that the *fmp21Δ* strains showed a decreased growth rate in medium containing glycerol as a sole carbon source (data not shown). The *fmp21Δ* strains showed a decreased growth rate after diauxic shift, suggesting that one of the functions of Fmp21 is to contribute to the respiratory metabolism in mitochondria of yeasts. After diauxic shift, yeasts are stressed by the lack of nutrients and by the accumulation of toxic metabolites such as ethanol. Outten et al. ([2005]) reported that the *FMP21* deletion variant was hyperoxia-sensitive. The absence of Fmp21 may render the mitochondrial function more stress-sensitive.

The *FMP21* deletion variant was a thermosensitive strain. As growth delay was observed in the late log phase, *fmp21Δ* strains might be sensitive to ethanol under high temperature conditions. However, the sensitivity to 5% (v/v) ethanol of *fmp21Δ* strains was similar to that of the wild-type strain at 30°C (data not shown). Thus it is unlikely that a function of Fmp21 is involved in ethanol tolerance. We therefore consider that the function of Fmp21 is important for the thermotolerance of yeasts.

The increased accumulation of thermoprotectants in yeasts occasionally leads to increased thermotolerance. The overexpression of heat shock proteins and the enzyme for trehalose synthesis have been shown to successfully enhance the thermotolerance of yeasts (Cheng et al. [1992]; An et al. [2011]). In this study, the *FMP21* gene was overexpressed using the promoter region of the *TDH3* gene. Although the expression of *TDH3* was decreased under high temperature (based on the DNA microarray analysis data), the expression of *FMP21* in the *FMP21*-overexpressing strains was higher than that in the control strains. 

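*TDH3*, a glyceraldehyde-3-phosphate dehydrogenase of glycolysis, was at 0.496-fold relative to the array's 75th percentile at 39°C in NFRI 3236 and at 0.514-fold in S288C (adjusted p = 0.0436 and 0.0164 from limma). Across arrays its log2 signal moved by 0.05 for each 1 of the array's log2 75th percentile, against a median of 0.96 for all genes above background. The slope has no term for temperature, so a fall of the transcript at 39°C would lower it too. In NFRI 3155 *TDH3* was at 0.798-fold, which did not pass the test (adjusted p = 0.505). Its signal relative to the array's 75th percentile went from 50.3 ± 17.0 to 24.3 ± 3.68 in NFRI 3236 (SD, n = 2 arrays each), from 79.99 ± 18.1 to 43.1 ± 16.9 in S288C (n = 3 each) and from 38.9 ± 2.29 to 31.1 ± 3.15 in NFRI 3155 (n = 2 each). Of 18 genes of glycolysis and fermentation, 10 fell and 1 rose in NFRI 3236, 7 fell and 2 rose in S288C, and 2 fell and 2 rose in NFRI 3155 (16 and 1, 7 and 2, and 2 and 2 when adjusted over the list alone). The list's median log2 changes of -0.98, -0.65 and -0.39 had adjusted p = 0.576, 0.741 and 0.851 with an estimated correlation and turned to 0.16, 0.19 and 0.16 with quantile normalization. *HXK2*, the main hexokinase of growth on glucose, fell to 0.432-fold, 0.642-fold and 0.388-fold, though its log2 change in S288C was 0.32 with quantile normalization. *PYK2*, a pyruvate kinase isoform, rose 4.85-fold, 8.70-fold and 4.25-fold. *TDH1*, the isoform of *TDH3* made under stress, rose 3.50-fold in S288C and 4.66-fold in NFRI 3155 and was at 0.572-fold in NFRI 3236 (adjusted p = 0.0744). The log2 change of *TDH3* was 0.13 in NFRI 3236, -0.17 in S288C and 0.33 in NFRI 3155 with quantile normalization, and -0.17, -0.36 and -0.11 without a shift. Its lower value in S288C no longer passed the test without S288C 30°C replicate 1 (log2 change -0.79) or 39°C replicate 3 (-0.58). That in NFRI 3236 no longer passed without any 1 of NFRI 3236 30°C replicate 1, NFRI 3236 39°C replicates 1 and 2, NFRI 3155 30°C replicates 1 and 2, NFRI 3155 39°C replicate 1 and S288C 30°C replicate 2, or without S288C replicate number 2. The log2 values in NFRI 3236 ranged from -1.17 to -0.66 in these settings.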

The overexpression of the *FMP21* gene enhanced the thermotolerance of yeasts in aerobic cultures. As the overexpression of the *FMP21* gene also enhanced the growth in static cultures under high temperature conditions, there was no significant difference in ethanol productivity (data not shown). These results suggest that Fmp21 contributes to thermotolerance of yeasts, and that it may protect mitochondria against high temperature-related damages.

Thermotolerant yeast strains are still required in bio-industries. Various approaches have been adopted in an attempt to improve the thermotolerance of yeast strains, including the use of mating, fusion or genetic hybridization (Pasha et al. [2007]; Marullo et al. [2009]; Shi et al. [2009]). However, these approaches were based on stochasticity and used various yeast strains with different genetic backgrounds. It is thus difficult to draw conclusions from these studies that would help in the acquisition of more thermotolerant strains. The results presented here are applicable to various strains that have different genetic backgrounds. It may also be possible to use these results to quantify and evaluate thermotolerance, and for the systematic construction of more thermotolerant strains.

## Competing interests

The authors declare that they have no competing interests.

How the deposited data were processed for this re-analysis (not part of the article)

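RNA of Saccharomyces cerevisiae strains NFRI 3236, S288C and NFRI 3155, taken from untreated cells at 30°C or after the heat treatment of 30 min at 39°C that the methods describe, was measured on 14 Affymetrix GeneChip Yeast Genome arrays. NFRI 3236 and NFRI 3155 have 2 arrays at each temperature and S288C has 3. The methods state that all experiments were done in duplicate, and the paper's text does not name which of the S288C arrays were used, so all 14 arrays were used here. The authors made 1 linear signal intensity per probe set with GCOS at its default settings. The 75th percentile shift, the removal of the lowest 20% and the filter on detection flags that the methods describe came after the deposited values, and the flags were not used here.

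Of 10928 probe sets, 5498 are named for 1 S. cerevisiae gene (5449 genes), 1746 for a gene of Schizosaccharomyces pombe, 1 for several genes, 166 are controls and 3517 carry no name here. Of the unnamed probe sets, 189 were above background on all arrays and were not tested. Gene names follow a current table of genes, in which 12 symbols differ from those of the probe table. *FMP21* is shown by the paper's symbol. No genome was used, so no coordinates are given. Signals below 1 were set to 1 and taken to log2, and the array's 75th percentile over all probe sets was subtracted. A gene was tested where its probe set was above the array's 20th percentile in every array of at least 1 of the 6 groups, which left out 6 genes and kept 5443. For the 47 genes with more than 1 probe set, that with the highest mean log2 signal was taken. A probe set is above background where it exceeds the 95th percentile of the S. pombe probe sets on the array, a signal of 4.57 to 11.9. By this measure 4946 genes were above background on all arrays and 5362 in every array of at least 1 group. Where no array of the lower group was above background, a fold is given as a bound, with the mean of the higher group set against the background level. The number of arrays limits the precision: the median posterior SD was 0.27 on the log2 scale, with 8 residual and 5.10 prior degrees of freedom.

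Differences were tested with limma 3.58.1 in R 4.3.3, in 1 model with a mean for each of the 6 groups, empirical Bayes moderation, two-sided tests and Benjamini-Hochberg adjustment over the 5443 genes of each comparison, called at an adjusted p under 0.05. The comparisons were 39°C against 30°C in each strain, the differences of these heat responses between strains, and the strain differences at 30°C. The strain differences at 39°C were added after the data were seen. The counts of genes more than 1.5-fold higher in NFRI 3236 and S288C, and of ratios of fold-change values above 1.5, follow the fold-change steps of the selection in the paper's results without the t-test and the detection flags of its methods, and the t-test was tried as an alternative. In these counts a fold is 2 to the power of the difference of the log2 group means. The genes meeting both ratios were also counted for the other 5 orders of the strains and in 100 simulated sets with 1 common heat response. All splits of the 6 S288C arrays into 3 and 3 were tested as well.

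The comparisons, their tests, the gene lists and most of the alternative settings were fixed before the data were examined. The lists cover Hsf1-dependent chaperones, Msn2/4 general stress genes, trehalose and glycogen metabolism, cell wall integrity, cytosolic ribosomal proteins, ribosome biogenesis, mitochondrial ribosomal proteins, oxidative phosphorylation, succinate dehydrogenase and its assembly, the tricarboxylic acid cycle, proteins found in the mitochondrial proteome (FMP), glycolysis and fermentation, ergosterol synthesis, the proteasome, the unfolded protein response, oxidative stress (Yap1), the pheromone response, the G1 and S phases, haploid-specific genes, alpha-specific genes and a-specific genes, with the genes the paper names and its 3 candidates as further lists. Genes shared between lists count in each. *RPP1*, a subunit of RNase P whose symbol resembles those of ribosomal proteins, was left out of their list. Each list was tested against all other genes with camera from limma, with a preset correlation of 0.01 and with an estimated correlation. Of 75 list calls with the preset correlation, 73 were lost after adjustment with the estimated one, so that only the G1 and S phase list in NFRI 3236 and in NFRI 3155 kept its call.

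Named genes follow a rule set in advance. For each strain these are the 10 largest rises and 6 largest falls at 39°C among genes past the test, with all arrays at 39°C on one side of all arrays at 30°C and every array of the higher group above background. From each list come up to 2 risers and 2 fallers with the largest change averaged over the strains, from each difference between strains the 5 largest in each direction, and further every gene the paper names (whose values in the paper had been seen) and every gene meeting both ratios. Of the list examples, some are named in the text. *SDH6*, *RPN12* and *PGM2* as examples of the selection steps were taken from the list examples after their values were seen.

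Alternatives tried were quantile normalization, the signals without a shift, a shift over the S. cerevisiae probe sets alone, no filter on dim probe sets, a filter at the background level, 16 added before log2, the mean of a gene's probe sets, an intensity trend or array weights in limma, the arrays of the strains compared alone, replicate number as a block, the t-test named in the methods, counting rises or falls, a ratio of arithmetic means, a further threshold of 1.5-fold on the calls, and leaving out each array or each S288C replicate number in turn. Where 1 array of a group is left, it is assumed to vary like those of the other groups. A crossed replicate block, a pair of joint settings of the first selection step and all settings of the strain differences at 39°C were added after the data were seen. Deviations of the arrays at 30°C and 39°C with the same replicate number correlated across genes at -0.14 in NFRI 3236, -0.0013 to 0.048 in S288C and 0.0033 in NFRI 3155. These values gave no sign of pairing by number, but they cannot tell how the cultures were paired. The unblocked model is the one reported. With strain and replicate number as a block, calls fell from 551 to 286 for the difference in heat response of NFRI 3236 minus S288C. They fell from 899 to 603 for S288C minus NFRI 3155 and from 136 to 83 for NFRI 3236 minus NFRI 3155. Sensitivity of single genes was followed only for genes past the test in a comparison.

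The procedure was tested on simulated data with known changes (10 simulations of 5443 genes). In NFRI 3236, 674, 637 and 689 changes of 1.5-fold, 2-fold and 4-fold were placed over the 10 simulations together, with independent noise for each gene. The real data had 2131 calls in NFRI 3236 and 2905 in S288C, so recovery in them can differ. Errors shared by an array or made by the scaling were not simulated. Changes of 4-fold were recovered in 87.1% of genes in NFRI 3236 and 93.8% in S288C, changes of 2-fold in 35.9% and 59.4%, and changes of 1.5-fold in 4.45% and 15.7%. For the difference in heat response between NFRI 3236 and NFRI 3155 the shares were 60.4%, 5.02% and 1.48%. False calls made up 4.77%, 4.68% and 6.34% of all calls. A recovery of at least 80% of 4-fold changes was first required in every comparison. The difference in heat response missed it for want of power, and the requirement was then kept for the heat responses alone, with a bound on the bias of the estimates (under 0.1 on the log2 scale) added for all.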

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

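The tests of the other strain orders, of the brightest genes, of the ribosomal protein signals without a shift and of the chaperone level at 39°C were chosen only after the results were seen, as was the condition that simulated sets match the earlier selection steps, while those of simulated noise, of single arrays, of dimmer chaperone genes and of the splits of the S288C arrays were set earlier.

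The heat response differed between strains by limma's test of the difference in 551 of 5443 genes for NFRI 3236 against S288C, 899 for S288C against NFRI 3155 and 136 for NFRI 3236 against NFRI 3155, which became 61, 172 and 24 without a shift and ranged from 231 to 663, 384 to 965 and 62 to 280 with arrays or S288C replicate numbers left out. Among the genes ordered by thermotolerance, the log2 difference was 1.45 for *FMP21* between NFRI 3236 and NFRI 3155, and for *YER034W* 0.95 between NFRI 3236 and S288C, 1.71 between S288C and NFRI 3155 and 2.66 between NFRI 3236 and NFRI 3155. In sets simulated with 1 common heat response, noise between arrays gave a median of 5 genes meeting both ratios (0 to 12), but also 903 to 981 and 122 to 172 genes at the earlier steps, against 744 and 312, so these sets are unlike the data and do not decide whether noise gave the 7 genes, of which *YER034W* had differences that passed the test. The other 5 orders of the strains gave 10 to 34 genes, with a median of 31, so strain differences that follow no order of thermotolerance may account for the number. On these arrays alone, whether the order of a single gene such as *FMP21* goes with thermotolerance stays open, since 3 strains give 1 order. The paper followed *FMP21* beyond the arrays, by RT-PCR against growth in further strains and with deletion and overexpression strains.

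*TDH3* and the cytosolic ribosomal protein genes are among the brightest on these arrays and were lower at 39°C. Across arrays the 50 brightest genes moved by a median of 0.26 on the log2 scale for each 1 of the array's 75th percentile, *TDH3* by 0.05, the ribosomal protein genes by 0.30 and all genes above background by 0.96, so a probe set at the top of the signal scale may fall relative to the percentile with no change of its transcript, and *TDH3* may be such a case. For the ribosomal protein genes this is not the whole cause, as their medians without any shift were -0.83 in NFRI 3236, -2.07 in S288C and -1.30 in NFRI 3155, though part of the shifted medians of -1.67, -2.67 and -1.52 may come from it. A fall of the *TDH3* transcript itself stays open, since its values without a shift were -0.17, -0.36 and -0.11.

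The 25 chaperone genes had a median log2 difference in heat response of -1.28 between NFRI 3236 and S288C (16 lower, 0 higher, and 22 lower when adjusted over the list alone), which passed the test with an estimated correlation at an unadjusted p = 0.0408 and not after adjustment (adjusted p = 0.423). A single array is argued against, since the median stayed between -1.55 and -1.13 whichever array was left out, and so is the top of the signal scale, since the 11 chaperone genes under the 90th percentile of mean signal had a median of -1.44. The preparation of the S288C arrays at 30°C, whose poly-A controls were at background while the lowest dap control signal on the other 11 arrays was 85.3, cannot be told apart from the strain: at 39°C alone the median difference was -0.67 (11 lower, 0 higher, p = 0.177 with an estimated correlation), and at 30°C it was 0.69, which without a shift became 0.46 and 1.59, with -1.04 for the heat response (3 lower, 0 higher). S288C stood apart from NFRI 3155 as well (median difference 0.95, 11 higher, 0 lower, and 13 higher when adjusted over the list alone, adjusted p = 0.644 with an estimated correlation), while NFRI 3236 minus NFRI 3155 had -0.30 (1 higher, 1 lower, and 1 and 3 when adjusted over the list alone), or 0.32 without a shift. A difference between S288C and both NFRI strains in the induction of chaperones, the biological explanation that the design gives, stays open beside the preparation.

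For the heat response of S288C, the real split of its 6 arrays called 2956 genes with limma and the highest of the other splits 0, so 1 of 10 splits reached the real count, and 10 splits are too few for a share under 0.05.

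Other gene lists whose heat response differed between NFRI 3236 and NFRI 3155 with an estimated correlation before adjustment were ribosome biogenesis (median log2 difference 0.65, p = 0.0254, adjusted p = 0.259, 1 higher of 65 and 10 when adjusted over the list alone) and oxidative stress (Yap1) (-0.55, or 0.07 without a shift, p = 0.0371, adjusted p = 0.259, 2 lower of 17 and 2 when adjusted over the list alone).

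The heat response of NFRI 3236 exceeded that of S288C most in *YBL044W* (log2 difference 4.56), *APT2* (4.07), *YHR022C-A* (4.07), *RFU1* (3.73) and *QDR2* (3.32), and fell short of it most in *TIR4* (-5.19), *HXT5* (-4.79), *DAN1* (-4.63), *SMA1* (-4.43) and *CTT1* (-4.13). The heat response of S288C exceeded that of NFRI 3155 most in *TIR4* (5.17), *DAN1* (4.21), *FIT2* (4.10), *SMA1* (4.06) and *TMA23* (4.02), and fell short of it most in *YHB1* (-4.51), *PHO89* (-4.24), *TKL2* (-3.92), *PHO5* (-3.66) and *APT2* (-3.60). These are differences of signed log2 changes, so an excess need not be a rise. *TIR4* and *DAN1* fell in both NFRI strains. Between the NFRI strains, NFRI 3236 exceeded NFRI 3155 most in *TMA23* (5.06), *PXR1* (3.24), *LOC1* (2.94) and *RRP36* (2.84), after which comes *YER034W*, and fell short of it most in *SIP18* (-4.21), *MET3* (-3.99), *FMP16* (-3.86), *SPG1* (-3.61) and *FMP45* (-3.48). At least 1 group of the compared strains had no array above background for *YBL044W*, *YHR022C-A* and *SMA1* (NFRI 3236 and S288C) and for *DAN1*, *SMA1* and *PHO89* (S288C and NFRI 3155), so that these values depend on the floor and stand for no fold.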

How the results depend on the processing

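The joint settings of the first selection step, the crossed replicate block and all settings of the strain differences at 39°C were chosen only after the results were seen. The direction of the *FMP21*, *YER034W* and *PRM5* responses held under every setting tried, and the side of the threshold changed only in NFRI 3155, for *FMP21* with the methods' t-test (0.43) and for *YER034W* without a shift (-0.81). Of the named genes' other values, 8058 kept direction and side of the threshold, 411 lost the call, 7 gained it and 15 reversed. Signals near background limit *PRM5* at 30°C, *SOR2*, *YGR174W-A* and some genes of the pheromone response and of the haploid-specific, alpha-specific and a-specific lists. Where a value changed below, the cause was not tested.

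Without a shift the calls were 1094 for the heat response of NFRI 3155, 61, 172 and 24 for the differences in heat response (NFRI 3236 minus S288C, S288C minus NFRI 3155, NFRI 3236 minus NFRI 3155), 2500, 3277 and 192 for the strain differences at 30°C (NFRI 3236 minus S288C, NFRI 3155 minus S288C, NFRI 3236 minus NFRI 3155), and 2190, 1413 and 66 for the selection steps. The median of all genes then moved to 0.74, 0.56 and 0.13 in the heat responses of NFRI 3236, S288C and NFRI 3155, to 0.17, 0.44 and 0.59 in their differences and to 0.93, 1.14 and -0.19 at 30°C, and to -0.15 at 30°C for NFRI 3236 minus S288C with a shift over S. cerevisiae probe sets. The share of calls that were higher went from 40.1% to 92.5% without a shift and 50.5% with quantile normalization in NFRI 3236, from 47.2% to 80.4% in S288C and from 42.9% to 54.0% in NFRI 3155 without a shift, from 42.5% to 55.4% (quantile) and 54.8% (S. cerevisiae shift) in NFRI 3236 minus S288C, from 53.7% to 81.4% and from 29.4% to 50% without a shift in the other differences, and at 30°C from 52.7% to 95.8% (33.7% with the S. cerevisiae shift) and from 53.9% to 96.4% (40.4%) against S288C. The methods' t-test within a strain called 0 genes after adjustment in NFRI 3236 and in NFRI 3155, where limma called 2131 and 2299, and 2604 and 2731 at an unadjusted p under 0.05. Array weights gave 90 differences in heat response between the NFRI strains and 2442, 2923 and 995 strain differences at 30°C. With 16 added there were 210 differences in heat response between the NFRI strains, and 195 and 1 genes in the later selection steps. The arrays of the NFRI strains alone gave 60. With strain and replicate number as a block, NFRI 3236 minus S288C had 286 calls and NFRI 3236 minus NFRI 3155 had 83, and 81 with a block over strains, while the blocked heat responses had 1965, 2766 and 2125 calls and the crossed block 2056 in NFRI 3236. The selection gave 13 genes in its last step with quantile normalization, 1801, 755 and 13 with rises or falls, 445 and 179 with the methods' t-test, and 438 in its first step with that test and S288C 39°C replicate 1 set aside.

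*TDH3* in NFRI 3236 reversed to 0.13 with quantile normalization and lost its call without a shift (-0.17), with the S. cerevisiae shift (-0.92), with array weights (-1.01) and with the methods' t-test (-1.01). In S288C it lost its call with quantile normalization (-0.17), without a shift (-0.36) and with the methods' t-test (-0.96), and in NFRI 3155 it reversed to 0.33 with quantile normalization. Reversals without a shift were *YER034W* at 30°C in NFRI 3155 minus S288C (0.0222), *CYT1* (0.11), *LSC1* (0.0905) and *FLR1* (0.18) in NFRI 3236 and *LSC1* (0.0308) in S288C. With quantile normalization *CIS3* reversed in NFRI 3236 (0.0014) and S288C (0.0732), *HXK2* in S288C (0.32) and *ACT1* in NFRI 3236 (0.16), with the S. cerevisiae shift *FMP21* at 30°C in NFRI 3155 minus S288C (-0.0054), and with 16 added *FUS1* in NFRI 3236 (-0.0513). Of the strain differences at 39°C, those of *FMP21* in NFRI 3236 minus S288C (0.75) and NFRI 3155 minus S288C (0.102) and of *YER034W* in NFRI 3236 minus S288C (0.32) reversed without a shift, and that of *FMP21* in NFRI 3236 minus NFRI 3155 without NFRI 3236 39°C replicate 2 (-0.0252).

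With arrays or S288C replicate numbers left out, the calls ranged from 1408 (without NFRI 3236 30°C replicate 1) to 2336, 2268 to 3043 and 1585 to 2535 in the heat responses. For NFRI 3236 minus S288C they ranged from 231 to 663, with 322 and 367 without S288C 30°C replicates 1 and 3, 334 and 231 without NFRI 3236 30°C replicates 1 and 2, 276 without NFRI 3236 39°C replicate 2, and 280, 249 and 254 without S288C replicate numbers 1, 2 and 3. For S288C minus NFRI 3155 they ranged from 384 to 965, with 428 and 384 without NFRI 3155 30°C replicates 1 and 2, 588 without S288C 30°C replicate 1, and 479 and 552 without S288C replicate numbers 2 and 3. For NFRI 3236 minus NFRI 3155 they ranged from 62 to 280, with 62 and 66 without NFRI 3155 30°C replicates 1 and 2, 214 without NFRI 3155 39°C replicate 1, 70 without NFRI 3236 30°C replicate 1, 280 and 78 without NFRI 3236 39°C replicates 1 and 2, and 89 without S288C replicate number 2. At 30°C they ranged from 823 to 1857 (NFRI 3236 minus S288C), with 823 and 826 without NFRI 3236 replicates 1 and 2 and 1027 without S288C replicate number 2, from 840 to 1937 (NFRI 3155 minus S288C), with 885 and 840 without NFRI 3155 replicates 1 and 2, and from 249 to 566 between the NFRI strains, with 278 and 257 without NFRI 3155 replicates 1 and 2 and 249 and 322 without NFRI 3236 replicates 1 and 2. The selection steps ranged from 722 to 779, 289 to 337 and 5 to 11, with 11 in the last step without NFRI 3236 39°C replicate 1. In NFRI 3236, S288C and NFRI 3155, *FMP21* ranged from 1.62 to 2.14, 1.11 to 1.25 and 0.37 to 0.50, *YER034W* from 1.36 to 1.90, 0.58 to 0.75 and -1.15 to -0.90, *PRM5* from 5.10 to 6.08, 4.53 to 4.95 and 3.46 to 4.37, and *TDH3* from -1.37 to -0.66, -1.20 to -0.58 and -0.43 to -0.22. The call of *TDH3* in NFRI 3236 was lost without NFRI 3236 30°C replicate 1 (-0.66) and 39°C replicates 1 and 2 (-1.17 and -0.86), and at the unmoved value of -1.01 without NFRI 3155 30°C replicates 1 and 2 and 39°C replicate 1, S288C 30°C replicate 2 and S288C replicate number 2, which are not part of that value, and in S288C without S288C 30°C replicate 1 (-0.79) and 39°C replicate 3 (-0.58).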

Differences from the paper's values

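The setting that sets S288C 39°C replicate 1 aside together with the methods' t-test, and that of rises or falls with this t-test, were chosen only after the results were seen. The paper's number of genes with more than a 1.5-fold change in both NFRI 3236 and S288C is 441, and 744 genes were more than 1.5-fold higher in both strains here, with no p threshold and no detection flags. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with the methods' t-test at p under 0.05 in both strains (445), with limma's adjusted p under 0.05 in both strains (615) and with 16 added before log2 (567). It stayed further away with quantile normalization (845), without a shift (2190), with a shift over S. cerevisiae probe sets alone (799), with no filter (744), with the filter at the background level (744), with the mean of a gene's probe sets (743), with the ratio of arithmetic means (750), with rises or falls counted (1801), and with any array or S288C replicate number left out (722 to 779). The count was 438 with the methods' t-test in both strains and S288C 39°C replicate 1 set aside, a setting chosen after the values were seen, which drops 0 of *FMP21*, *YER034W* and *PRM5*, the only ones of its 441 genes that the paper's text names as called. Rises or falls with this t-test, also chosen after the values were seen, stayed further away. With 445 genes all of these are kept as well. For the last selection step, in which the paper selected 3 genes by the order of their fold-change values and states no threshold, 7 genes met both ratios here, 5 with the methods' t-test in both strains, and 3, which are *FMP21*, *YER034W* and *PRM5*, with that test and S288C 39°C replicate 1 set aside. Without a shift or with 16 added, some fold-change values of these genes differ from the paper's by more than 1.5 times. In the main setting they differ by less than that. In S288C they were 2.25, 1.60 and 26.8 against the paper's 2.18, 1.51 and 23.05, and 2.18, 1.51 and 23.06 without S288C 39°C replicate 1.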

Other observations

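The test of the *FMP21* level was chosen only after the result was seen. *FMP21* is a gene of mitochondrial function, and none of the lists of mitochondrial genes passed the test at 39°C with an estimated correlation in any strain. Of 75 list calls made with the preset correlation, over all lists and comparisons, this test kept 2. Not passing it is therefore no evidence that the genes of a list did not change. Of the 8 genes of succinate dehydrogenase and its assembly, 7 rose in NFRI 3236, 5 in S288C and 4 in NFRI 3155 and none fell (7, 5 and 5 when adjusted over the list alone), with median log2 changes of 1.38, 0.95 and 0.83 and adjusted p = 0.0935, 0.229 and 0.121 with an estimated correlation. *FMP21* is 1 of these 8 and of the FMP list and was chosen by the study on these samples. *SDH5*, an assembly factor of the complex, rose 4.19-fold, 3.51-fold and 3.42-fold. Of 54 mitochondrial ribosomal protein genes, 22 rose in NFRI 3236, 13 rose and 2 fell in S288C and 18 rose in NFRI 3155 (24, 11 and 1, and 18 when adjusted over the list alone), with median log2 changes of 0.60, 0.19 and 0.58 and adjusted p = 0.238, 0.706 and 0.292 with an estimated correlation. *MRPL23* rose 2.24-fold, 1.68-fold and 2.06-fold, and *RSM26* fell to 0.545-fold in S288C. Of 14 genes of the tricarboxylic acid cycle, 7 rose and 1 fell in NFRI 3236, 9 rose and 1 fell in S288C and 3 rose in NFRI 3155 (8 and 1, 9 and 1, and 2 when adjusted over the list alone), with medians of 0.66, 0.67 and 0.51 and adjusted p = 0.464, 0.355 and 0.319 with an estimated correlation. *IDH1*, a subunit of isocitrate dehydrogenase, rose 2.23-fold, 2.00-fold and 1.50-fold, *CIT1*, citrate synthase, rose 3.82-fold in S288C and 1.88-fold in NFRI 3155, and *LSC1*, of succinyl-CoA ligase, fell to 0.596-fold in NFRI 3236 and 0.674-fold in S288C, which turned to log2 values of 0.09 and 0.03 without a shift. Of 36 genes of oxidative phosphorylation, 5 rose and 3 fell in NFRI 3236, 9 and 6 in S288C and 2 and 10 in NFRI 3155 (5 and 3, 9 and 6, and 1 and 8 when adjusted over the list alone), with medians of 0.03, 0.11 and -0.12, adjusted p = 0.773, 0.735 and 0.741 with an estimated correlation, and a median in NFRI 3155 of 0.08 with quantile normalization and 0.09 without a shift. *QCR10*, of the cytochrome bc1 complex, rose 1.67-fold in NFRI 3236 and 3.61-fold in S288C, and *COX5A*, of cytochrome c oxidase, fell to 0.572-fold in S288C and 0.493-fold in NFRI 3155. Of 33 genes named for their place in the mitochondrial proteome (FMP), 15 rose and 2 fell, 18 rose and 2 fell, and 16 rose and 3 fell (15 and 2, 19 and 2, and 16 and 3 when adjusted over the list alone), with medians of 0.44, 0.69 and 0.50 and adjusted p = 0.0935, 0.105 and 0.0666 with an estimated correlation. *FMP33* rose 13.7-fold, 28.8-fold and 43.7-fold, *FMP16* 3.69-fold, 59.6-fold and 53.8-fold, and *FMP48* fell to 0.152-fold in NFRI 3236 and 0.426-fold in NFRI 3155.

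Of 20 cell wall integrity genes, 8 rose and 1 fell, 9 rose and 3 fell, and 7 rose and 3 fell in NFRI 3236, S288C and NFRI 3155 (the same when adjusted over the list alone), with median log2 changes of 0.34, 0.27 and 0.44 and adjusted p = 0.314, 0.458 and 0.304 with an estimated correlation. *PIR3*, a cell wall glycoprotein, rose 17.9-fold, 31.7-fold and 16.2-fold, and *CIS3*, of the same family, fell to 0.490-fold, 0.503-fold and 0.505-fold, though its log2 change was 0.0014 in NFRI 3236 and 0.07 in S288C with quantile normalization. Of 17 oxidative stress genes (Yap1), 5 rose and 4 fell, 9 rose and 5 fell, and 6 rose and 1 fell (5 and 4, 9 and 6, and 6 and 1 when adjusted over the list alone), with adjusted p = 0.615, 0.480 and 0.133 with an estimated correlation. Their medians were -0.23, 0.64 and 0.58, and that of NFRI 3236 had a mean of 0.26 and turned to 0.85 with quantile normalization and 0.61 without a shift. *TSA2*, a peroxiredoxin, rose 2.82-fold, 15.2-fold and 10.4-fold, and *ATR1*, a multidrug transporter, fell to 0.529-fold, 0.510-fold and 0.278-fold. Of the 14 genes of the pheromone response, 4 rose and 2 fell, 3 rose and 2 fell, and 5 rose and 2 fell (4 and 3, 3 and 2, and 5 and 2 when adjusted over the list alone), with adjusted p = 0.615, 0.741 and 0.287 with an estimated correlation, and medians of -0.02, -0.04 and 0.49, of which those in NFRI 3236 and S288C stood against means of 0.13 and 0.29 and turned positive without a shift (0.82 and 0.56). Of 8 haploid-specific genes, 2, 5 and 2 rose and 0, 1 and 0 fell (the same when adjusted over the list alone; adjusted p = 0.615, 0.241 and 0.201 with an estimated correlation), with medians of 0.11, 1.17 and 0.77 and a mean of -0.16 in NFRI 3236. Of 4 alpha-specific genes, 0, 1 and 1 rose and 1, 2 and 0 fell, and of 7 a-specific genes, 0, 2 and 3 rose and 1, 0 and 1 fell (the same when adjusted over the list alone; adjusted p = 0.613, 0.735 and 0.292, and 0.773, 0.276 and 0.413 with an estimated correlation). The medians were -0.36, -0.76 and 0.77, and -0.07, 0.47 and 0.71, of which those in NFRI 3236 turned to 0.48 and 0.77 without a shift. Some genes of the pheromone, haploid-specific, alpha-specific and a-specific lists were near background. *PRM2* was above it on 0 arrays at 30°C, *AGA2* on 0 arrays of NFRI 3236, and *MF(ALPHA)1* on 1 of 2 arrays of NFRI 3236 at 30°C and 0 at 39°C. The counts and medians of these lists therefore include values near the floor.

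Of the 13 genes the paper names, which include its candidates chosen on these samples, 4 rose and 5 fell at 39°C in NFRI 3236, 4 rose and 3 fell in S288C, and 2 rose and 5 fell in NFRI 3155 (4 and 8, 4 and 3, and 2 and 5 when adjusted over the list alone). Of the 3 candidates, 3 rose in NFRI 3236 and in S288C, and 1 rose and 1 fell in NFRI 3155, with the same counts when adjusted over the list alone. *HSF1*, the heat shock transcription factor, rose 1.69-fold, 2.06-fold and 1.97-fold (adjusted p = 0.00982, 1.44e-04 and 0.00166). *MSN4*, a general stress transcription factor, fell to 0.288-fold in NFRI 3236 and 0.380-fold in NFRI 3155, and its partner *MSN2* did not pass the test in any strain (0.599-fold, 1.28-fold and 0.617-fold). The genes linked to heat tolerance in earlier work stood at 0.552-fold, 1.13-fold and 0.621-fold (*MKT1*), 1.34-fold, 1.28-fold and 1.34-fold (*END3*) and 0.659-fold, 0.95-fold and 0.564-fold (*RHO2*), of which the fall of *RHO2* in NFRI 3155 passed the test. *URA3* was at 0.341-fold, 0.582-fold and 0.344-fold, past the test in each strain. *ACT1*, the standard of the RT-PCR, which is another assay, was at 0.518-fold relative to the 75th percentile in NFRI 3236 (adjusted p = 0.0407), 0.648-fold in S288C and 0.712-fold in NFRI 3155 (adjusted p = 0.0733 and 0.267). Its log2 change in NFRI 3236 was -0.11 without a shift and 0.16 with quantile normalization, and across arrays its log2 signal moved by 0.40 for each 1 of the array's 75th percentile, so no fall of its transcript is claimed. *ALG9* was at 0.491-fold, 0.388-fold and 0.558-fold relative to the 75th percentile, past the test in each strain. Without a shift the log2 changes were -0.19, -0.76 and -0.63 for *ALG9*, none of them past the test, -0.72, -0.18 and -1.33 for *URA3*, past it in NFRI 3155 alone, -0.96 in NFRI 3236 and -1.18 in NFRI 3155 for *MSN4* and -0.61 in NFRI 3155 for *RHO2*, the latter 3 values not past it.

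Whether the high fold change of *FMP21* in NFRI 3236 comes from a lower level at 30°C or from a higher level at 39°C stays open, in part because the answer depends on the scaling. At 30°C its level was below both other strains, with log2 differences of -1.09 and -1.21. At 39°C the log2 differences were -0.38 from S288C and 0.24 from NFRI 3155. The test asked whether NFRI 3236 lay clearly below both strains at 39°C or clearly above either, and the larger value, 0.24, is neither. A low level at 30°C does not require a level below both at 39°C, so this test cannot decide. Quantile normalization gave -1.14 from S288C and -1.18 from NFRI 3155 at 30°C, and -0.51 and 0.20 at 39°C. The shift over S. cerevisiae probe sets alone gave -1.28 and -1.27 at 30°C, and -0.48 and 0.18 at 39°C. Under each of these scalings the higher fold than in S288C goes with the lower level at 30°C, as the level at 39°C was not higher. Against NFRI 3155 the level under each was lower past the threshold at 30°C and did not differ past it at 39°C. This depends on the shift, without which the log2 differences were -0.19 and -1.42 at 30°C and 0.75 and 0.65 at 39°C (adjusted p = 0.705, 0.0824, 0.112 and 0.408). The test at first used S288C alone and gave -0.38, and was widened to both strains after that value was seen, because a sequence variant under the probes shifts a strain's signal at both temperatures alike.

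Across 5362 genes, which are not independent replicates, the heat responses correlated with Pearson's r of 0.746 (NFRI 3236 and S288C), 0.793 (NFRI 3236 and NFRI 3155) and 0.724 (S288C and NFRI 3155) and Spearman's rho of 0.702, 0.755 and 0.670, and 105 genes were higher in 1 strain and lower in another. At 39°C, 714 genes were higher and 812 lower in NFRI 3236 than in S288C, 1175 and 1256 in NFRI 3155 than in S288C, and 525 and 585 in NFRI 3236 than in NFRI 3155, which without the shift became 2994 and 104, 1782 and 217, and 332 and 88. On NFRI 3236 39°C replicate 2 the 18S rRNA probe signal was 281, against 1094 to 3892 on the other arrays. The dap control signal relative to the 75th percentile was 2.40 and 2.70 on the NFRI 3155 arrays at 39°C and 0.526 and 0.736 at 30°C. The SD of log2 differences between replicate arrays was highest for the NFRI 3155 pair at 39°C (0.61), for S288C 39°C replicate 1 against 2 and 3 (0.59 and 0.59) and for the NFRI 3236 pair at 39°C (0.56), and 0.33 between S288C 39°C replicates 2 and 3.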
